A study of Mus musculus with 7 samples. Its data were reported in "Lactate and histone H3K18 lactylation are associated with metabolic control of gene expression in the retina" (2026).

How the data were processed

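The study measured where histone H3 lactylated at lysine 18 (H3K18La) lies in the genome of the mouse retina at 3 postnatal ages, P4, P10 and P28 (postnatal days 4, 10 and 28). The assay was CUT&Tag, in which an antibody against the histone mark directs a tethered enzyme that releases or tags the DNA nearby, so that sequenced fragments pile up where the mark is. Retinas of C57BL/6J mice were dissociated into cells before the assay. Groups were taken from the sample labels: 2 libraries at P4, 2 at P10 and 3 at P28, 7 libraries in all. The labels also gave a batch, and P28 replicate 1 was the only library of batch 2.

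The authors mapped the reads to the GRCm38 assembly with the nf-core/cutandrun pipeline and called peaks with MACS. They kept peaks with a q-value beyond 1e-06 that were seen in at least 2 replicates of an age, removed blacklisted regions and merged the peaks of the 3 ages. The study's text counts 3 replicates there, while 2 libraries at P4 and 2 at P10 were analysed here. They annotated each merged peak with ChIPseeker on an Ensembl annotation, and counted reads per merged peak with csaw, with a normalization taken from large genomic windows. The authors deposited these values as RPKM, which is the number of reads scaled by peak length and by a normalized library size, with 1 value per library and peak. The authors' deposited table of differential binding holds log2 fold changes of P10 and P28 against P4. It also holds a p-value and an FDR per peak, from an edgeR quasi-likelihood F-test that the authors ran over the ages. A fold change or FDR from that table has no replicate error of its own here.

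The deposited RPKM values were not counts, but they kept the reads behind them. In each library, RPKM multiplied by the peak width was a whole multiple of a fixed amount for 100.0% of the peaks, which gave the number of reads per peak. That fixed amount gives the library size the authors divided by, called the effective library size below. It was not a whole number in any of the 7 libraries, so it is a mapped total multiplied by a normalization factor, and the mapped totals themselves were not used here. A share of reads in peaks is therefore relative to this normalized size. No binomial interval is given for it because its denominator is not a count. Reads were counted without molecular identifiers, so statements about sampling noise cover counting error only.

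The depth differed by 41.4 times between libraries, from 199970 reads in peaks (P10 replicate 1) to 8274373 (P28 replicate 2). A peak with 0 reads can hide a level of up to 3 reads. At the median peak width of 757 bases, 3 reads correspond to 1.80 and 2.36 RPKM in the P4 libraries. They correspond to 7.15 and 3.12 RPKM in the P10 libraries, and to 1.04, 0.24 and 0.68 RPKM in the P28 libraries. Where all libraries of an age had 3 reads or fewer, that age is called at the floor, and a fold against it is computed against 3 reads per library. This fold is no higher than the observed one and equals it where each library had 3 reads. It bounds the true fold only where no read was counted. No fold is given where both ages were at the floor.

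The design of every test, the gene lists, the rule for naming genes and most of the alternative settings were fixed before the data were examined. Those plans took the threshold of 0.01 from the study and put a test suited to RPKM in place of the authors' count model. Age was fitted over all libraries without a covariate, since the study's methods state neither the design nor a covariate. Peaks were tested with limma (version 3.58.1, R 4.3.3) on log2(RPKM + 1), with a variance trend in the empirical Bayes step. All 7 libraries entered a single fit over all 108253 peaks. Each pair of ages was a contrast, and differences over the 3 ages were tested with limma's moderated F-test. A peak was called at a Benjamini-Hochberg adjusted p under 0.01. Changes are on the log2(RPKM + 1) scale, which understates the change of peaks with low signal. Measures with 1 value per library were compared with two-sided exact permutation tests. Such a test cannot give a p below 0.2 for 3 against 2 libraries or below 0.333 for 2 against 2, so none of them can pass 0.05.

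Gene lists were tested with limma's camera (preset correlation between genes of 0.01), on 1 promoter peak per protein-coding gene, the peak nearest the transcription start site. The 8 lists covered glycolysis, rod phototransduction and outer segment, cone phototransduction, synapse, oxidative phosphorylation, retinal progenitors and cell cycle, Mueller glia, and the cytosolic ribosome. Their adjusted p-values are over the 8 lists. No gene was in more than 1 list. The study names 3 genes of the glycolysis list, 2 of the rod list and 1 of the synapse list as examples from these same libraries, so their calls are not independent evidence. The genes named individually were those that the study shows as examples of the time course, of which 2 are not reported here. Genes that it shows as examples of sequence motifs were not in that list. To these were added the 5 promoter peaks with the largest rise and the 5 with the largest fall from P4 to P28. Those 10 had to pass an adjusted p of 0.01 and to have every P28 library on the same side of every P4 library. The 5 strongest peaks at P10 and the counts on them in the closing observations were chosen after their values were seen.

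Peak coordinates are in GRCm38 as deposited, counted from 1. All peaks lay within the chromosome lengths of the GRCm38 reference that was used for GC content, for repeat-masked bases and, with the GENCODE annotation of that assembly, for the exons and start sites a peak overlaps. Peak classes, gene names and distances are those of the deposited annotation, whose release differs from the GENCODE one. Other computations were done in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9.

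The alternatives were pseudocounts of 0.1 and 5, only the peaks at or above the median of the mean signal, median centring, quantile normalization, scaling to the total of reads in peaks, and the batch as a covariate. They also included the replicate number as a block, no variance trend, estimated library weights, an adjusted p of 0.05, limma's voom on the recovered reads, the compared ages alone, and leaving out each replicate in turn. Batch 2 held only P28 replicate 1, and only P28 had a replicate 3. The batch covariate therefore gave the changes from P4 to P28 that leaving out P28 replicate 1 gave. The replicate block gave those that leaving out P28 replicate 3 gave. Centring within 20 bins of GC content and thinning of every library to the effective size of the smallest were added after seeing the data.

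The fits were tested on simulated reads for the real 108253 peaks at the real depths, with 200 changed peaks among the 10% with the highest mean. In an earlier simulation that changed weaker peaks, limma recovered no changed peak and camera called a random list, so the changed peaks were moved to stronger signal and a larger change was added. The change was a rise at P28 in some of the 200 and a fall in an equal number, and the counts cover both. With a 4-fold change, limma on log2(RPKM + 1) called 0 of the 200, although 199 had the right direction, and voom called 119 (59.5%). With a 16-fold change, limma called 127 (63.5%) and voom 198 (99.0%). Among unchanged peaks of the 16-fold simulation, limma called 0 and voom 4 for P28 against P4, and limma called 3 and voom 38 for P28 against P10. With so few changed peaks the adjusted threshold is stricter than in the real fit, so the power of the main test was not measured by this simulation. A peak it did not call is not shown to be unchanged. In the same simulations, camera called the 1 raised list and 0 of 20 random lists at an adjusted p under 0.05. Peaks were drawn independently there, so the random lists do not test the preset correlation of 0.01. The recovery of reads from RPKM returned 100.0% of simulated reads exactly.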

Results

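H3K18La was profiled by CUT&Tag in 7 libraries of mouse retina, 2 at P4, 2 at P10 and 3 at P28, to ask how the mark is distributed while the retina matures. The merged peak set held 108253 peaks with a median width of 757 bases, from 213 to 5806 bases. Together they covered 96.3 Mb, or 3.53% of the reference chromosomes. The deposited annotation placed 45481 peaks (42.0%) in introns, 35496 (32.8%) in distal intergenic regions and 17144 (15.8%) in promoters, defined from -1000 to 500 bases around a transcription start site. Exons held 6560 peaks, 3' UTRs 2803, 5' UTRs 598 and the regions just downstream of genes 171. Of the promoter peaks, 11100 belonged to 9956 protein-coding genes.

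The libraries differed widely in depth. The P4 libraries had 358971 and 295383 reads in peaks, the P10 libraries 199970 and 660740, and the P28 libraries 1615969, 8274373 and 3304783. The median peak held 2 reads in each P4 library, 1 and 2 reads in the P10 libraries, and 6, 33 and 13 reads in the P28 libraries. In P10 replicate 1, 45.8% of the peaks had no read, against 22.1% in P10 replicate 2, 13.2% and 15.7% at P4, and 9.6%, 1.4% and 6.1% at P28. Both P4 libraries were at 3 reads or fewer at 61.7% of the peaks, and both P10 libraries at 61.3%. At P28 all 3 libraries were that low at 8.8% of the peaks. A level or fold change at a single peak was thus measured far less precisely at P4 and P10 than at P28.

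**Figure D1:**
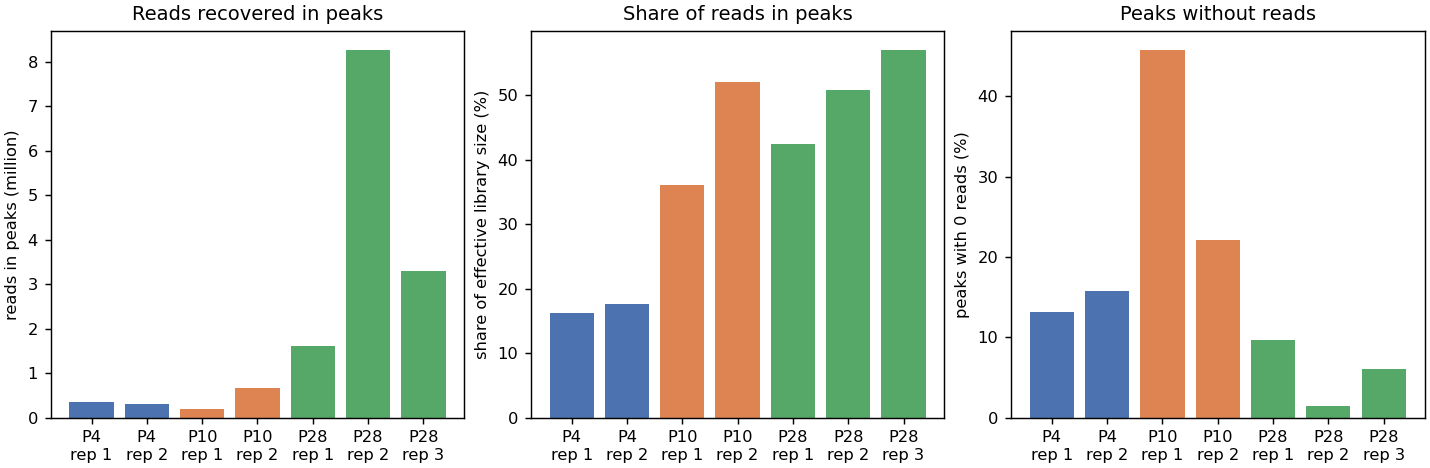
Depth of the 7 libraries, 1 bar each: reads in peaks (left), the share of the effective library size that lay in peaks (percent), and the percentage of the 108253 peaks without a read. Reads in peaks ran from 199970 in P10 replicate 1 to 8274373 in P28 replicate 2, and the share in peaks was 16.3% and 17.6% at P4 against 42.4% to 57.1% at P28.

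The P4 libraries were first compared with each other. Over the 49953 peaks with at least 5 P4 reads, their reads differed by no more than sampling gives (chi-square per degree of freedom 0.961, a mean over peaks with lower and higher values, given in the closing observations). Summed over bins of 1 Mb, their reads differed by more than sampling noise (chi-square per degree of freedom 1.21 over 2482 bins, p = 8.0e-13), and they were counted as 2 replicates. The same value was 1.55 for the P10 pair. It was 3.54 and 3.65 for the pairs that include P28 replicate 1, the only library of batch 2, and 1.51 for the other P28 pair.

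The spread between replicates, as the root mean square over peaks of the standard deviation of log2(RPKM + 1), was 0.54 at P4 (n = 2), 0.87 at P10 (n = 2) and 0.37 at P28 (n = 3). Sampling of reads alone gave 0.59, 0.76 and 0.31. Most of the spread at P4 and P10 was therefore of the size that the number of reads sets. The pseudocount moved these values most: with 0.1 in place of 1 they were 1.24, 1.95 and 0.76. Without P28 replicate 1 the spread at P28 was 0.27.

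Over all peaks, the first principal component held 50.9% of the variance and parted P4 from P28, with the P10 libraries between them. The second component held 25.3% and set the P10 libraries apart from the other ages. Across peaks, which are not independent replicates, log2(RPKM + 1) correlated with Pearson's r of 0.504 between the P4 libraries and 0.639 between the P10 libraries. It correlated with r of 0.905, 0.877 and 0.948 among the P28 libraries. Between ages, r was 0.011 to 0.025 for P4 and P28, 0.116 to 0.199 for P4 and P10, and 0.507 to 0.668 for P10 and P28.

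**Figure D2:**
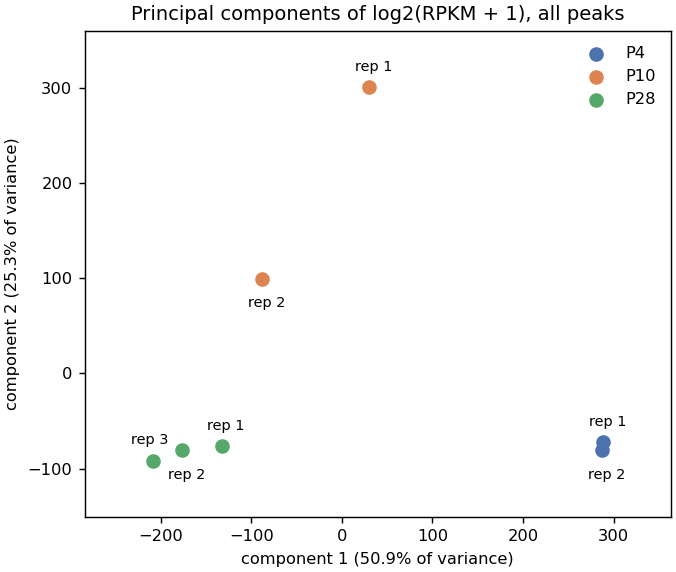
The first and second principal components of log2(RPKM + 1) over all peaks, each point 1 library, coloured by age. The first component (50.9% of the variance) separates the 2 P4 libraries from the 3 P28 libraries, and the 2 P10 libraries lie between, apart from each other on the second (25.3%).

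To place P10 between the other ages, each P10 library was projected on the line from the P4 mean to the P28 mean over all peaks. P10 replicate 1 lay at 56.5% of that distance and P10 replicate 2 at 75.5%. Since both ends of the line come from the same libraries, unchanged libraries were simulated at the same depths, with 20 draws each. Libraries drawn from the P4 profile lay at -2.1% and -0.3%, and libraries drawn from the P28 profile at 93.1% and 98.2%. Both P10 libraries were outside the range of either set of draws. With only the libraries of batch 1, that is without P28 replicate 1, the positions were 53.0% and 72.5%, and median centring moved the position of replicate 1 most, to 68.7%.

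The share of reads that fell in peaks was 17% ± 0.9 at P4 (SD, n = 2), 44.1% ± 11.3 at P10 (SD, n = 2) and 50.1% ± 7.4 at P28 (SD, n = 3). The difference between P28 and P4 was 33.1 percentage points, with every P28 library above both P4 libraries. An exact two-sided permutation test gave p = 0.2, the smallest that 3 against 2 libraries allow. P10 exceeded P4 by 27.1 points (exact permutation p = 0.333, the smallest possible for 2 against 2), without overlap of the libraries. P10 replicate 1 had 36.1% and replicate 2 had 52.1%, and the difference from P4 was 35.1 points without the former and 19.1 points without the latter. P28 and P10 differed by 6.0 points, less than the spread between replicates (exact permutation p = 0.6), and without P10 replicate 1 the difference was -2.0 points. Within batch 1 the difference between P28 and P4 was 37 points, while batch 2 holds a single library and gives no comparison.

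The median change over all peaks from P4 to P28 was 0.68 on the log2(RPKM + 1) scale, with 66.5% of the peaks higher at P28. The standard deviation of the per-library medians within ages was 0.182. The median per library was 1.30 ± 0.058 at P4 (SD, n = 2), 1.55 ± 0.297 at P10 (SD, n = 2) and 1.82 ± 0.143 at P28 (SD, n = 3). P28 and P4 did not overlap (exact permutation p = 0.2, the smallest possible). The value depends on how peaks with few P4 reads are treated. With peaks at the floor in both P4 libraries set to 3 reads, the median change was 0.09. From P4 to P10 the median change was 0.23 (exact permutation p of the medians 0.667), and without P10 replicate 1 or replicate 2 it was 0.58 or 0.00. From P10 to P28 it was 0.39 (exact permutation p = 0.4), and without P10 replicate 1 or replicate 2 it was 0.15 or 0.60. In neither of these last comparisons did the per-library medians separate the ages. Among the peaks at or above the median of the mean signal, the change from P4 to P28 was 1.35, the setting that moved it most. The mean signal includes the P28 values, so this choice of peaks favours those that rose.

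Peak by peak, limma called 25041 of the 108253 peaks different between P28 and P4 at an adjusted p under 0.01, 20488 higher and 4553 lower at P28. Between P10 and P4 it called 20264 peaks, 12320 higher and 7944 lower at P10. Of the peaks called lower at P10, 99.6% had 0 reads in both P10 libraries. Voom on the recovered reads called 100 peaks lower at P10, and a fit of P10 and P4 alone called 0 peaks. The lower calls are thus not shown to be a loss of the mark by P10. Between P28 and P10 limma called 2 peaks, both higher at P28, while 35202 peaks had an unadjusted p under 0.05. At an adjusted p under 0.05 limma called 14465 peaks between P28 and P10, of which 75.6% were higher at P28. With voom on the recovered reads that count was 8940, of which 26.2% were higher at P28. The low count of 2 thus does not show that the ages were alike, and the balance of directions depended on the method. Across the 3 ages, 26622 peaks (24.6%) were called by the moderated F-test. Among the alternatives, the comparison of P28 and P4 gave the fewest calls with every library thinned to the effective size of the smallest (5757) and the most with estimated library weights (46131). Within batch 1, without P28 replicate 1, 14838 peaks were called between P28 and P4 and 12722 across the ages.

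The balance of higher and lower calls depended on how libraries were scaled. With the values as deposited, 81.8% of the calls between P28 and P4 were higher at P28. After scaling each library to its total of reads in peaks the share was 32.3%, with 7759 peaks higher and 16246 lower. The share was 56.9% after median centring, which removes a shift common to all peaks, and 48.3% after quantile normalization. On the deposited scale, a library with a larger share of its reads in peaks has higher values at its peaks. The peaks called lower at P28 had a median of 4 reads over both P4 libraries, and 77.1% of them had 5 reads or fewer. The median was also 4 for the peaks called higher and for those not called, of which 59.4% and 63.6% had 5 reads or fewer.

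Peaks in promoters were compared with the other peaks within each library, which does not depend on a common scale factor except through the pseudocount. The median log2(RPKM + 1) of promoter peaks exceeded that of the other peaks by 0.062 ± 0.019 at P4 (SD, n = 2), by 0.478 ± 0.16 at P10 (SD, n = 2) and by 0.761 ± 0.042 at P28 (SD, n = 3). The ages did not overlap in any of the 3 pairs. The excess grew by 0.699 from P4 to P28 (exact permutation p = 0.2) and by 0.282 from P10 to P28 (exact permutation p = 0.2). From P4 to P10 it grew by 0.416 (exact permutation p = 0.333). Each p is the smallest its design allows. The median peak held 2 reads in each P4 library and 1 and 2 reads in the P10 libraries, against 6, 33 and 13 at P28. The excess was not measured at equal depth, so read depth is not excluded as a part of its growth. Among the peaks at or above the median of the mean signal, the excess grew by 0.26 from P4 to P28 and changed by -0.24 from P4 to P10, the reverse of its direction over all peaks. Within batch 1 the growth from P4 to P28 was 0.69.

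**Figure D3:**
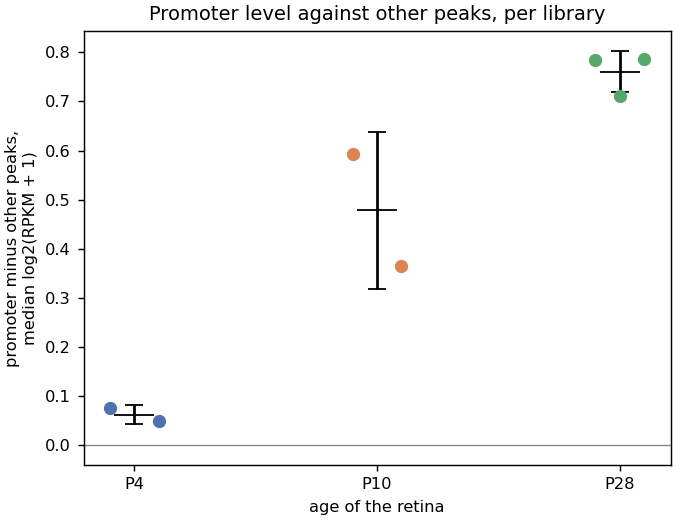
The median log2(RPKM + 1) of promoter peaks minus that of all other peaks, each point 1 library, with the mean of each age and its SD as bars. The values lie at 0.048 and 0.076 at P4, at 0.365 and 0.592 at P10, and between 0.712 and 0.786 at P28.

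By class, the median change from P4 to P28 was 1.26 in promoters, 1.06 in 5' UTRs, 0.86 in 3' UTRs, 0.80 just downstream of genes, 0.76 in introns, 0.72 in exons and 0.10 in distal intergenic peaks. Of the peaks called between P28 and P4, promoters held 5374 higher and 143 lower, and distal intergenic regions 4192 higher and 2828 lower. These counts are on the deposited scale.

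Of the 26622 peaks called across the ages, 3305 lay in promoters of protein-coding genes, and 66 of these were lower at P28 than at P4. After scaling to the total of reads in peaks the counts were 1235 and 450. In the authors' deposited table, 34794 of 100390 peaks were called at an FDR under 0.01, with 30081 higher and 4699 lower at P28 than at P4. The authors' deposited table gave 5629 called promoter peaks of 5170 protein-coding genes, of which 90 were lower at P28 and 514 lower at P10 than at P4. Of the limma calls across the ages, 20132 (75.6%) were also called in the authors' deposited table, and 20101 of those changed in the same direction at P28. Of the peaks that limma called higher at P28, 93.4% were called in the authors' deposited table, against 34.3% of those it called lower.

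Promoter peaks of the gene lists were compared with those of all 9956 genes, whose median change from P4 to P28 was 1.36. The list of rod phototransduction and outer segment genes had a median change of 2.71, with 26 of 26 genes higher (limma's camera, adjusted p = 2.75e-07). Glycolysis genes had a median change of 2.43 with 20 of 20 genes higher (camera, adjusted p = 9.47e-04), and synapse genes 2.32 with 20 of 20 higher (camera, adjusted p = 5.31e-03). The synapse list no longer passed after quantile normalization (adjusted p = 0.0198) or among the peaks at or above the median of the mean signal (0.0284). The other 5 lists did not pass the threshold of 0.01. The median change was 0.78 for retinal progenitor and cell cycle genes (adjusted p = 0.088), 1.69 for oxidative phosphorylation (0.331), 1.07 for Mueller glia (0.437), 1.22 for the cytosolic ribosome (0.84) and 1.72 for cone phototransduction (0.917). With genes at the floor in both P4 libraries set to 3 reads per library, the medians of the rod, glycolysis and synapse lists were 2.57, 2.43 and 2.32. The median over all genes was then 1.07. On the same terms, those of the progenitor, oxidative phosphorylation, Mueller glia, ribosome and cone lists were 0.53, 1.56, 1.07, 1.22 and 1.46.

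Counted gene by gene for P28 against P4 over all peaks tested, limma called 26 of the 26 rod genes with a promoter peak, 18 of 20 glycolysis genes and 14 of 20 synapse genes. Adjusted over the list alone, the counts were 26, 19 and 14. The study chose 3 genes of the glycolysis list (Aldoa and Ldha among them), 2 genes of the rod list and Vamp2 of the synapse list from these libraries, so their calls are not independent evidence. In the other lists, 7 oxidative phosphorylation genes, 5 cone genes, 5 progenitor genes, 5 ribosome genes and 4 Mueller glia genes were called. Adjusted over the list alone, the counts were 9, 5, 5, 5 and 4. When the correlation between genes was estimated for each list, no list passed (adjusted p = 0.556 for the rod, glycolysis and synapse lists). With fry, which tests a list against no change and not against other genes, all 8 lists rose, with adjusted p-values from 4.24e-04 to 8.29e-03.

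Among the genes the study names, the promoter peak of Aldoa (ENSMUSG00000030695, chromosome 7, 126797175 to 126800102), over the start sites of this glycolytic gene, rose from 0.57 ± 0.51 RPKM (SD, n = 2, 7 reads) to 4.50 ± 2.01 at P10 (SD, n = 2). At P28 it had 9.07 ± 1.19 RPKM (SD, n = 3), a log2 change of 2.72 (SE 0.39, limma adjusted p = 7.32e-04). The peak of Ldha (ENSMUSG00000063229, chromosome 7, 46844959 to 46847151), also over start sites and UTR exons, had 1.61 ± 0.81 RPKM at P4 (SD, n = 2, 13 reads). It had 10.12 ± 5.00 at P10 (SD, n = 2) and 10.45 ± 1.74 at P28 (SD, n = 3), a log2 change of 2.16 (SE 0.38, limma adjusted p = 1.91e-03). Without P28 replicate 2 or replicate 3 the change of Ldha was 2.12 or 2.07 and no longer passed.

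The peaks of Crx, Gsk3b, Kdm5b, Bbs4, Reep6 and Vamp2 also passed, with log2 changes from P4 to P28 of 2.23, 2.02, 2.60, 2.38, 2.98 and 2.14. Bbs4 and Vamp2 were at the floor in both P4 libraries. Against 3 reads per P4 library they were 9.32-fold and 8.05-fold higher at P28. Vamp2 had 3 reads in each P4 library, so its value is the observed fold and not a bound. After quantile normalization Crx and Gsk3b no longer passed, with changes of 1.21 and 0.47. Rorb did not pass (1.81, SE 0.45, limma adjusted p = 0.0103), and neither did Taco1 (1.29, SE 0.53, limma adjusted p = 0.0735) or Tbp (0.88, SE 0.41, limma adjusted p = 0.112). Taco1 and Tbp were at the floor in both P4 and both P10 libraries, so a smaller rise was not detectable at this depth. The mean over all promoter peaks of Rorb did pass (2.19).

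**Figure D4:**
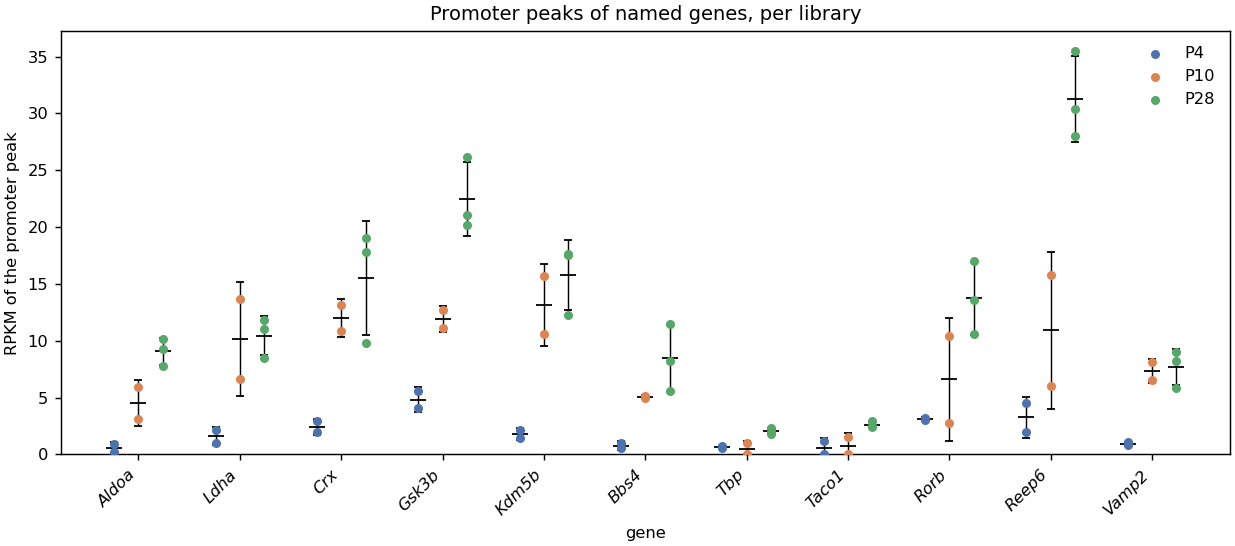
RPKM of the promoter peak of 11 genes the study names, each point 1 library, with the mean of each age and its SD as bars drawn no lower than 0. Aldoa rises from 0.57 RPKM at P4 to 9.07 at P28, and Tbp and Taco1 stay below 3 RPKM in every library.

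Among the promoter peaks of protein-coding genes that passed for P28 against P4, 3731 of 3763 had every P28 library above every P4 library and 32 had every P28 library below. Choosing peaks by that test favours separated libraries. Among all 11100 promoter peaks of protein-coding genes, without that choice, 8777 (79.1%) had every P28 library above and 517 (4.7%) every P28 library below. These counts are on the deposited scale, on which all peaks of a library move with its share of reads in peaks. The largest rise was at A930018P22Rik (ENSMUSG00000032671, chromosome 2, 104122399 to 104123777), from 1.52 ± 0.29 RPKM (SD, n = 2, 8 reads) to 57.14 ± 2.27 (SD, n = 3), a 37.5-fold increase and a log2 change of 4.53 (SE 0.30, limma adjusted p = 1.13e-04). The next were at Macf1 (chromosome 4, 123564226 to 123566054), Gpsm2 (chromosome 3, 108711224 to 108711899), Guca1b (chromosome 17, 47385074 to 47385667) and Ip6k2 (chromosome 9, 108794826 to 108796425). All of these were at the floor in both P4 libraries, and Ip6k2 had no P4 read. Against 3 reads per P4 library, they were 36.7-fold, 13.8-fold, 13.1-fold and 17.1-fold higher at P28. All 5 passed in each of the 9 alternatives tried on single peaks. With the mean over all promoter peaks of a gene, the log2 change was 2.27 for Macf1, against 4.52 at its single peak. It was 3.55 against 4.31 for Gpsm2 and 3.48 against 4.13 for Ip6k2. It stayed at 4.53 for A930018P22Rik and 4.24 for Guca1b.

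The largest falls were at Pou3f4 (chromosome X, 110814045 to 110814405), Itprid1 (chromosome 6, 55836746 to 55836967), Naa11 (chromosome 5, 97391506 to 97392057), Igfbp3 (chromosome 11, 7213340 to 7213685) and Cfap65 (chromosome 1, 74934784 to 74935180). Their log2 changes were -2.12, -1.85, -1.83, -1.70 and -1.67, on 5, 4, 10, 5 and 4 P4 reads in all. Naa11, the only one above the floor at P4, was 6.55-fold lower at P28. Pou3f4, Itprid1 and Cfap65 were at the floor at both ages. Igfbp3 was at the floor in both P4 libraries, so no fold is given for it either. With a pseudocount of 0.1, all of them but Cfap65 lost their call.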

Values the study reported

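The study reported 108,253 merged peaks over the 3 ages. It found 34,794 of them to differ in binding during development at an FDR below 0.01. In promoters, it reported 5629 differing peaks belonging to 5170 protein-coding genes, of which 126 lost binding between P4 and P28.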

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

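The tests with centring by GC content and with thinning to the smallest library were chosen only after the results were seen. Where a value moved and no reason is given, the cause was not tested. Each count below is of peaks past the threshold, in the order of P28 against P4 (25041 with the settings of the report), P10 against P4 (20264), P28 against P10 (2), the 3 ages (26622) and promoters over the 3 ages (3305, with 66 lower at P28), and only counts that moved by more than 1.5 times are given.

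With a pseudocount of 0.1 the counts were 15397 for P28 against P4, 1335 for P28 against P10, 15117 for the 3 ages and 2029 for promoters. A pseudocount of 5 gave 3009 for P28 against P10. Among the peaks at or above the median of the mean signal, P10 against P4 gave 11668, P28 against P10 gave 54, and 14 promoter peaks were lower at P28; fewer peaks were tested there.

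Scaling changed the balance of higher and lower calls. The share of calls higher at P28 than at P4 was 81.8% as deposited, 56.9% after median centring, 48.3% after quantile normalization and 32.3% after scaling to the total of reads in peaks. For P10 against P4 it was 60.8% as deposited and 21.5% after scaling to reads in peaks. For the 3 ages it was 76.8% as deposited, against 56.5%, 52.3% and 31.5% under the same 3 alternatives. Median centring gave 2344 calls for P28 against P10 (37.8% higher) and 178 promoter peaks lower at P28. Quantile normalization gave 7281 for P10 against P4, 1508 promoters and 279 promoter peaks lower at P28. Scaling to reads in peaks gave 40 for P28 against P10, 1235 promoters and 450 promoter peaks lower at P28. Median centring moved the median change over all peaks from 0.68 to 0.16 for P28 against P4, from 0.23 to -0.02 for P10 against P4 and from 0.39 to 0.11 for P28 against P10. Of all 108253 peaks, 12.3% reversed from P4 to P28 after median centring, 14.4% after quantile normalization and 23.6% after scaling to reads in peaks. Of the 25041 peaks called as deposited, 18719, 17239 and 12275 were still called in these alternatives, in that order.

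With the batch as a covariate the counts were 14391, 13266, 0, 12865 and 1305, with 18 promoter peaks lower at P28; 29771 peaks had an unadjusted p under 0.05 for P28 against P10. Without a variance trend, P10 against P4 gave 9431 (82.9% higher), P28 against P10 gave 1, and 40 promoter peaks were lower. Estimated library weights gave 46131, 5439, 79, 41895 and 5945. They put a weight of 10.8 on P28 replicate 2 against 0.327 on each P10 library. An adjusted p under 0.05 gave 45490, 37899, 14465, 56174 and 6497, with 258 promoter peaks lower. Fits of the compared ages alone gave 41942 for P28 against P4, 0 for P10 against P4 (36724 at an unadjusted p under 0.05) and 0 for P28 against P10 (35029 at an unadjusted p under 0.05). Only 4 libraries enter the fit of P10 against P4.

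Voom on the recovered reads, which weighs each value by its reads, gave 44945, 8940, 46829 and 5719 for P28 against P4, P28 against P10, the 3 ages and promoters, with 162 promoter peaks lower. Of its calls for P10 against P4, 15709 were higher and 100 lower at P10, while limma on log2(RPKM + 1) had called 7944 lower. For P28 against P10 it called 2346 higher and 6594 lower. Centring by GC content gave 2002 promoters, with 155 lower at P28, and 88.9% of the calls for P28 against P4 were then higher. Thinned to the smallest library, the counts were 5757 (61.5% higher), 3513, 864 (12.7% higher), 4523 and 355, with 29 promoter peaks lower.

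The replicate numbers did not pair the libraries. The deviations of same-numbered libraries from their age means correlated with 0.00 to 0.05 over the pairs of ages. A fit with the replicate block gave 15233 for P28 against P4, 0 for P28 against P10 (26122 at an unadjusted p under 0.05), 16185 for the 3 ages and 1739 promoters, with 25 lower at P28. No gene list changed its call under the replicate block, and P10 against P4 stayed within 1.5 times.

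Across the fits that each left out 1 replicate, P28 against P4 gave from 11401 (without P28 replicate 3) to 42390 (without P10 replicate 2), and P10 against P4 from 8693 (without P28 replicate 2) to 12986 (without P28 replicate 1). P28 against P10 gave 0 in each of its 5 fits, with 24296 to 35015 peaks at an unadjusted p under 0.05. The 3 ages gave from 9997 (without P28 replicate 2) to 12722 (without P28 replicate 1), and promoters from 971 to 1322 for the same libraries, with 15 to 18 lower at P28. Without P10 replicate 1 the count for P28 against P4 was 42167, so leaving out either P10 library raised it, as did leaving P10 out of the fit. Without P28 replicate 2 it was 11432 and without P28 replicate 1 it was 14838.

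The median change over all peaks for P28 against P4 was 1.11 with a pseudocount of 0.1, 0.27 with 5 and 1.35 among the peaks at or above the median of the mean signal. For P10 against P4 it was 1.02 among the latter peaks, and from 0.00 (without P10 replicate 2) to 0.58 (without P10 replicate 1) when a replicate was left out. For P28 against P10 it was 0.90 and 0.12 with pseudocounts of 0.1 and 5, and from 0.15 (without P10 replicate 1) to 0.60 (without P10 replicate 2) when a replicate was left out.

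The growth of the promoter excess kept its direction in all settings but one. From P4 to P28 (0.70) it was 0.88 and 0.37 with pseudocounts of 0.1 and 5, 0.26 among the peaks at or above the median of the mean signal, and 0.80 after quantile normalization. From P4 to P10 (0.42) it was 0.59, 0.18, -0.24 and 0.22 in that order, so that it reversed among the stronger peaks, and it was 0.30 without P10 replicate 1 and 0.53 without P10 replicate 2. From P10 to P28 (0.28) it was 0.18 with a pseudocount of 5, 0.50 among the stronger peaks and 0.59 after quantile normalization. It was 0.40 without P10 replicate 1 and 0.17 without P10 replicate 2.

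The share of reads in peaks differed between P10 and P4 by 19.1 points without P10 replicate 2 and by 35.1 without P10 replicate 1. Between P28 and P10 it differed by -2.0 points without P10 replicate 1 and by 14 without P10 replicate 2, so a single library sets the sign. For P28 against P4 it moved by less than the spread between replicates in each setting.

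The spread between replicates was 1.24 at P4, 1.95 at P10 and 0.76 at P28 with a pseudocount of 0.1, and 0.21, 0.37 and 0.17 with 5. Quantile normalization gave 0.75 at P4 and 0.61 at P10. Leaving out a replicate gives no spread at P4 or P10, where a single library would remain, and for the same reason no peak was tested for an age reduced to 1 library. At P28 the spread was from 0.27 (without P28 replicate 1) to 0.45 (without P28 replicate 2). The position of both P10 libraries between P4 and P28 moved by less than the difference between them in each setting.

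With the correlation estimated for each list, the differences of the glycolysis, rod and synapse lists from all genes were the same, 1.07, 1.35 and 0.96, but no longer passed. With fry, which compares a list with no change, the values are the lists' own medians. The cone (1.72), progenitor (0.78) and Mueller glia (1.07) lists were then higher at P28, where camera had set them below other genes without passing. For the cone list this was only the direction camera gave, since its median lay above the 1.36 of all genes. Oxidative phosphorylation (1.69) and the ribosome (1.22) passed under fry as well. The synapse list also lost its call among the peaks at or above the median of the mean signal (0.82, camera, adjusted p = 0.0284) and after quantile normalization (0.86, camera, adjusted p = 0.0198). The other alternatives tried on the lists were the 2 pseudocounts, the mean over all promoter peaks of a gene, the batch as a covariate, the replicate block and leaving out each P28 replicate, and in these the 8 lists kept their calls. The batch covariate repeated the medians of leaving out P28 replicate 1, and the replicate block those of leaving out P28 replicate 3. At an FDR under 0.001, 22650 peaks were called in the authors' deposited table, and a minimum of 2-fold left 34773.

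Of the 21 single peaks named, 13 stayed on the same side of the threshold in each of their alternatives. Over the 189 combinations of peak and alternative, 160 kept direction and side, 27 lost the call, 2 gained it and 0 reversed. These combinations are not all separate. The changes with the batch covariate repeat those without P28 replicate 1, and the changes with the replicate block repeat those without P28 replicate 3. The peaks that rose and lost a call were Ldha, Crx and Gsk3b, the peak that gained one was Rorb, and of those that fell only Cfap65 kept its call throughout.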

Other observations

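The tests of read depth on the P10 pair, of reads in both P4 libraries, of mean signal, of the strongest P4 peaks and of reads removed before counting were chosen only after the result was seen.

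The limma count of promoter peaks differing across the ages was 3305. That is lower than the value quoted from the study above. The number of these lower at P28 than at P4 was 66. That is also lower than the quoted value. The authors' deposited table gave 90 called promoter peaks lower at P28, so the quoted value differs from that table too. The reason for that difference was not tested. Voom on the recovered reads gave 5719 promoter peaks, 162 of them lower at P28, and both counts are above the quoted values.

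With the values as deposited, the spread between replicates on the log2(RPKM + 1) scale was largest at P10 (0.87, against 0.54 at P4 and 0.37 at P28). After quantile normalization it was larger at P4 (0.75) than at P10 (0.61). By correlation the P4 libraries were farther apart than the P10 libraries (r = 0.504 against 0.639), so the P10 pair was not the most distant by each measure. Sampling of reads alone gives a spread of 0.76 at P10. When P28 libraries were thinned to the reads of the P10 libraries, the highest mean correlation of a P28 pair was 0.628, and the mean spread of the pairs was 0.90 to 0.93, so P28 pairs at this depth lay no closer than the P10 pair by these 2 measures. They have another profile, since reads were more concentrated at P10. Over bins of 1 Mb the P10 pair had a chi-square per degree of freedom of 1.55, above each draw of the thinned P28 pairs (0.99 to 1.48). Read depth could thus account for much of the spread over peaks but was not shown to be its whole cause. Larger variation between P10 retinas could add to it. The chi-square per degree of freedom of the P10 pair over peaks was 1.06, within the draws of the thinned P28 pairs (0.994 to 1.075), and these include the pairs across batches. The P10 libraries were both of batch 1. The P28 pair within that batch, replicates 2 and 3, drew 0.994 to 1.023 over peaks and 0.99 to 1.10 over bins. The P10 pair lay above these draws by both measures, so depth alone did not reach its values there. With a single P10 pair and a single P28 pair within the batch, added variation was not shown to be the cause.

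The peaks called lower at P28 than at P4 looked unlike the others. They had reads in both P4 libraries in 100.0% of cases, where chance gives 79.6% for peaks with as many P4 reads, and 99.6% of the peaks called lower at P10 had 0 reads in both P10 libraries. The calls themselves favour peaks on which the P4 libraries are alike, so the test was made on peaks chosen by P28 signal alone. In the lowest of 5 bins of P28 signal, the P4 reads split between the P4 libraries more evenly than chance allows, with a chi-square per degree of freedom of 0.51, against 1.07 in the highest bin. In that lowest bin 91.8% of the peaks had reads in both P4 libraries, against 75.9% by chance. This is consistent with peaks that entered the merged set because both P4 libraries happened to have reads there, since a peak had to be seen in at least 2 replicates of an age. Such peaks would appear to fall later without any loss of the mark. The study's text counts more replicates per age for this step than the libraries analysed here at the younger ages. If a further library entered the peak calling, a peak did not need reads in both P4 libraries to be kept. GC content was a further candidate explanation. After centring by GC content 43.6% of the peaks called lower (1985 peaks) were still lower and past the threshold, so it may account for some of the calls but not for those 1985. Of the peaks called lower, 54 had at least 20 P4 reads. Chance alone gives reads in both P4 libraries at 100.0% of these 54, so needing such reads cannot by itself have picked them out. Of them, 9.3% had 0 reads in both P10 libraries, against 92.2% of all peaks called lower. These values argue against chance reads in both P4 libraries as the reason for these 54. Their chi-square per degree of freedom was 0.79 with a standard error of 0.19, too uncertain to decide by itself. Selection on higher read numbers was not tested. A difference between ages stays open for these peaks and was not tested further.

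Many peaks held fewer reads than their own calling needs. In 15582 peaks (14.4%), no age had 3 or more counted reads in 2 libraries. With background reads spread evenly and fragments of 100 bases, a q-value of 1e-06 needs at least 4 reads in the P4 and P10 libraries and at least 5 in the P28 libraries, and 29393 peaks (27.2%) lacked that many in 2 libraries of every age. Reads removed between peak calling and counting, such as duplicates, are a candidate explanation, since peaks called from these libraries must have had enough reads when they were called. If a further library entered the peak calling, as the study's count of replicates leaves open, the few-read peaks could also come from it. The few-read peaks made up 83.8% of the peaks called lower at P28 and 0.1% of those called higher, and 78.8% of them had their highest mean at P4. These 2 explanations were not separated, and what might have removed reads was not tested.

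Promoter peaks rose more than other peaks, and promoter peaks were also wider, richer in GC and stronger. Within 5 bins of peak width, the promoter excess rose from P4 to P28 by 0.26 to 0.54 on the log2 scale. Within 5 bins of GC content it rose by 0.42 to 0.68, and in all bins of both kinds every P28 library lay above every P4 library. Neither width nor GC content is therefore the whole cause of the rise to P28. The rise within each bin was smaller than the 0.699 over all peaks, so both may account for part of it. From P4 to P10 the excess fell in the 2 widest bins, from 0.12 to 0.09 over 4688 promoter peaks and from 0.19 to 0.07 over 7038. In the narrower bins it rose, from -0.04 to 0.02, from -0.01 to 0.03 and from 0.01 to 0.84, and it rose in every bin of GC content. The bins of width thus disagreed, and width was not excluded as a cause of the growth between these ages. Within bins of mean signal the change from P4 to P28 was from -0.02 in the highest bin to 0.49 in the lowest, but those bins are made from values that include P28, so signal strength and a larger rise at promoters cannot be told apart by them. Read depth, which was lower at P4 and P10, was not tested for this pattern. A difference between ages stays open as a hypothesis.

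More reads fell in peaks at later ages, which could arise if the merged set were mostly made of peaks called in the deeper P28 libraries. The 1000 peaks with the highest RPKM in a P4 library were therefore measured in the libraries not used to choose them. They held 0.67% and 0.74% of the reads of the other P4 library, but at least 1.5% of the reads of each P28 library and at least 2.25% of those of each P10 library. Peaks chosen for P4 thus gained as well, which argues against the choice of peaks as the whole cause. The gain was uneven over peaks: 56.8% and 61.9% of them were higher at P28 than in the P4 library not used to choose them. It was 51.1% when they were chosen and measured by the mean of both P4 libraries, a choice that favours P4. A difference between libraries in background or in the efficiency of the assay was not tested and stays open, as does a difference between ages.

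At P10, reads were concentrated in fewer peaks. The 1% of peaks with the most reads in a library (1082 peaks) held 18.3% and 17.2% of the reads in peaks at P10, against 8.4% and 8.2% at P4 and 12.3% to 13.1% at P28. Thinned to the reads of P10 replicate 1, the P28 libraries reached at most 13.6%, so depth does not account for the concentration. Of the 1082 peaks with the highest mean RPKM at P10, 550 were in the same top 1% at P28 and 322 at P4, where chance gives 10.8. The strongest peak at P10, in an intron of Gm12802 (chromosome 4, 107128005 to 107129181), had 22 RPKM at P4, 214.5 at P10 and 83.5 at P28, and it ranked 3 at P4. The next were near Gm9586 (chromosome 17, 49153515 to 49155600) and Strap (chromosome 6, 137713035 to 137714089) and in introns of Ccn4 (chromosome 15, 66914653 to 66915926) and Pebp4 (chromosome 14, 69964993 to 69967012). Repeat-masked bases made up a median of 10.4% of the top peaks and 10.1% of all peaks. Whether the concentration comes from age or from the preparation of the P10 libraries was not tested.

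P28 replicate 1 differed more from the other P28 libraries than those did from each other. With all 3 thinned to 1615969 reads, the pairs with replicate 1 had a chi-square per degree of freedom of 1.179 and 1.238, against 1.04 for the other pair. Depth does not account for this difference. Replicate 1 was the only library of batch 2, so the batch and that library cannot be told apart.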
